A study of Mus musculus with 6 samples.

How the data were processed

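Droplet-based single-cell RNA sequencing (10x Genomics GEM-X 3' chemistry, per the labels) was performed on lungs of 6 male mice of 21 months. The 3 libraries labelled p16-DTR came from p16-CreERT2/R26-LSL-DTR mice and the 3 control libraries from p16-CreERT2 mice, with 1 library per mouse and no pooling of replicates. Each library mixed 20000 sorted CD45-negative cells with 9000 CD45-positive cells.

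The deposited matrices hold raw UMI counts per gene and cell barcode, without normalization, and were written by Cell Ranger 8.0.1 per the file headers. The genome build, the annotation release and the settings that called cells were not stated. The values were whole numbers and library totals differed, and each matrix held 31054 features, of which 1 was a tdTomato entry. Of these features, 31011 matched an identifier of the GENCODE M21 annotation of GRCm38, which was used for positions. The authors' build may be a different one.

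Barcodes with at least 300 genes, at least 500 UMIs and at most 15% mitochondrial UMIs were retained. Doublets were predicted in each library from 2 simulated doublets per cell in 30 principal components, and the cells with the most simulated neighbours were left out, at 0.4% of cells per 1000 barcodes. Counts were scaled to 10000 UMIs per cell and log-transformed. Cells were clustered on 2000 variable genes, 40 principal components and 15 neighbours with the Leiden algorithm at resolution 1.5 (leidenalg 0.10.2, igraph 0.11.9), without integration of libraries. Mitochondrial and ribosomal genes, Xist, Cdkn2a and tdTomato were kept out of the variable genes. Each of 79 clusters was given the best-scoring of 36 marker classes when at least 3 markers were found in at least 25% of its cells at a level at least 2-fold above the other clusters and no other class had more markers among the 10 genes most raised in the cluster. A cluster stayed unnamed when another class tied with it on these genes and had as many detected markers, or when none of its markers was among the 10 genes and either the next class was within 0.5 in score or its cells had a low UMI count. Clusters with more than 50% predicted doublets or fewer than 20 cells also stayed unnamed, which left 28 clusters without a name. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

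Differential expression was tested on UMI counts summed per library and class, for the 22 classes with at least 50 retained cells in every library. The test was the edgeR 4.0.16 quasi-likelihood test in R 4.3.3 with filterByExpr, TMM factors and Benjamini-Hochberg adjustment within a class at 0.05, and the design held the group alone. Standard errors of log2 fold changes were approximated from the F statistic. CPM values (counts per 1e6) are library-scaled values of these sums. Class shares were tested with edgeR on cell numbers, separately for CD45-negative and CD45-positive classes, for classes with at least 10 cells per library on average. The side of a class was set by its name, as the matrices hold no record of the sort. An exact two-sided permutation test was given beside each share; with 3 libraries per group its smallest possible p is 0.1. The share of cells with a Cdkn2a UMI was computed after thinning each cell to 5000 UMIs, leaving out cells with fewer. Folds against a group with no count used a floor of 3 counts pooled over the group. Intervals are 95% Wilson intervals, and they and the floors cover counting error only. Gene lists, 7 in number, were tested with camera (limma 3.58.1) at its preset inter-gene correlation of 0.01, with adjustment over all lists and classes. These were lists of the senescence-associated secretory programme, p53 and cell cycle arrest, interferon response, NF-kB inflammation, extracellular matrix, MHC class II presentation and dissociation stress. A further 7 lists were written after the data were examined.

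Genes are named by a fixed rule. Cdkn2a, Cdkn1a and Hbegf (the mouse counterpart of the diphtheria toxin receptor) are always named. In the 6 classes with the most calls, up to 3 called genes with the largest absolute log2 fold change are named if the 3 values of one group all lie on one side of the other 3. Up to 5 genes called in the most classes in 1 direction (at least 3 classes) are named, as are all calls of a class with at most 5. Tests, lists, markers, this rule and most alternatives were chosen before the data were examined; the thinning depth, the detailed rule for naming clusters, the tests of differences between classes and of explanations, and the alternatives that left out low-UMI clusters or platelets were chosen afterwards.

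The alternatives were RLE size factors or library size as scaling, DESeq2 1.42.0 as the test, no filter on low counts, the replicate number as a block, each library left out in turn, a stricter cell filter (at least 1000 UMIs, at most 5% mitochondrial), doublets kept, Leiden resolution 0.8, equal numbers of cells per library, adjustment over all classes together, and, for shares, TMM over classes, limma on transformed shares or all retained cells as the denominator. For gene lists they were fry and camera with an estimated correlation. Against the median gene, RLE factors moved log2 fold changes by −0.0026 to 0.0077 and library size by −0.042 to 0.024, under 0.1 in all 22 classes.

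The test was run on simulated data with 3 libraries per group and the depth and spread of 4 classes. These were general capillary, venous endothelial, CD4 T and natural killer cells, which all had calls in the data. The test recovered 98.9% to 100% of changes of 2 and 75.0% to 88.7% of changes of 1 on the log2 scale, with 0 calls in the wrong direction, and it made 0 calls when nothing was changed. Of the calls made on simulated data, 1.20% to 7.22% were false. No class without calls was simulated, so recovery in such classes is not known. In the real libraries recovery may be lower and false calls more frequent than in the simulated ones. In 200 simulations of cell numbers with 1 class changed 4-fold, the share test recovered the class in 99.5% and called 1.68% of the other classes. The spread between libraries was set alike for all classes there and was not taken from the data. Observed spread differed between classes, with 26.1% ± 1.34 for B cells and 17.6% ± 7.74 for neutrophils in controls (SD, n = 3 each). These rates therefore do not cover classes that varied more, or smaller changes. Unnamed clusters and classes under the cell minimum entered no test, and no cluster was named by the Schwann, basal airway, erythroid, mature dendritic, plasmacytoid dendritic or type 2 conventional dendritic markers.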

Results

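Single-cell transcriptomes were collected from the lungs of 21-month-old mice to ask how the lung changes after removal of cells with high p16 expression. In the mice labelled p16-DTR, tamoxifen activates a Cre recombinase driven by the p16 promoter, which switches on a diphtheria toxin receptor in p16-expressing cells. Mice labelled control carried the Cre recombinase without the receptor. Both groups received tamoxifen for 5 days, diphtheria toxin for 5 days after an interval of 2 weeks, and 2 weeks of recovery. Each group had 3 mice and 3 libraries. Group names below are those of the labels.

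The libraries labelled p16-DTR held 15350, 15578 and 16084 barcodes with 284554955, 296382211 and 302120776 UMIs. The control libraries held 17332, 13482 and 16566 barcodes with 344421685, 254200305 and 316454896 UMIs. Median UMIs per barcode were 16806, 17031.5 and 16587.5 in the libraries labelled p16-DTR, and 18149, 17362 and 17362.5 in the control libraries. Cells with a UMI of the Y-linked gene Ddx3y made up 71.5% to 77.9% of a library, and cells with Xist 0.141% to 0.216%. After filtering and removal of predicted doublets, 13854, 14139 and 14373 cells remained in the libraries labelled p16-DTR and 15713, 12323 and 14984 in the controls. Replicates of 1 group differed by more than counting error: the chi-square statistic per degree of freedom of summed counts lay between 87.4 and 321 over the 6 pairs of replicates. The labels give no batch or date.

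The cells fell into 30 named classes. Unnamed clusters held 9.05%, 11.5% and 9.72% of cells in the libraries labelled p16-DTR and 10.8%, 8.88% and 10.4% in the controls. CD45-negative classes made up 57.4% to 67.7% of a library.

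The first comparison asked whether expression of Cdkn2a, the gene that encodes p16, was lower in the libraries labelled p16-DTR. Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653 in GRCm38) was higher in them. Over all retained cells it reached 6.76, 8.45 and 7.23 UMIs per 1e6 in the libraries labelled p16-DTR, with a mean of 7.48 ± 0.871 (SD, n = 3). The control libraries had 1.20, 2.64 and 2.75, with a mean of 2.20 ± 0.867 (SD, n = 3). The log2 fold change was 1.83 with a standard error of 0.31, and the groups did not overlap, which chance gives in 10% of genes, counting both directions. Adjusted over 21385 genes the difference was not called by edgeR (adjusted p 0.122). DESeq2, the alternative that moved the adjusted p most, gave 9.08e-07 at a log2 fold change of 1.83. Leaving out 1 library gave log2 fold changes from 1.53 to 2.02 and edgeR adjusted p from 0.114 to 0.345. The direction is opposite to a loss of Cdkn2a-expressing cells from the libraries labelled p16-DTR, so directions below hold for the libraries as labelled. Counts per gene do not separate the transcript of p16 from any other transcript of Cdkn2a. A loss of p16-expressing cells was therefore not tested directly.

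After thinning to 5000 UMIs per cell, the share of cells with a Cdkn2a UMI was higher in the libraries labelled p16-DTR in 21 of 22 classes. In 14 classes the groups did not overlap, which chance gives in 10% of classes, counting both directions. Each of these had an exact permutation p of 0.1, the smallest the design allows, and an adjusted p of 0.157, so none passed 0.05. The median over classes of the class means was 2.26% in the libraries labelled p16-DTR and 0.219% in controls. The median difference between groups was 1.72 percentage points. It moved most without thinning, to 6.91, when the group medians were 9.02% and 0.372%. Thinning left out 4166 of 37147 cells of the libraries labelled p16-DTR and 4103 of 37426 cells of the controls, whose median depths were 16890 and 17518 UMIs. CD8 T cells had 8.77% ± 2.02 against 0.650% ± 0.389 (SD, n = 3 each), a 13.5-fold difference; without thinning the shares were 20.2% and 2.31%. B cells had 5.80% ± 1.06 (SD, n = 3) against 0 of 2202 control cells, at least 43.3-fold higher; without thinning the shares were 13.6% and 0.0412%. Median depths of B cells were 12883 UMIs in the libraries labelled p16-DTR and 11739 in controls. In 8 classes no thinned control cell held a Cdkn2a UMI.

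Neutrophils served as the class taken to lack the gene. Their share was 0.674% ± 0.443 (SD, n = 3) in the libraries labelled p16-DTR, at a median of 10355 UMIs, and 0 of 1584 cells in controls at 10057 UMIs. Without thinning it was 3.03% and 0%. In the libraries labelled p16-DTR, the thinned shares of alveolar type 2 cells (0.548%, 2 of 380 cells) and arterial endothelial cells (0.300%, 1 of 332 cells) were under that of neutrophils. Without thinning they were 12.4% and 2.21%, against 0.194% and 0% in controls. Alveolar type 2 cells, at a median of 47194 UMIs, had 4.36 ± 1.81 CPM in the libraries labelled p16-DTR, against 2.61 ± 1.74 in neutrophils (SD, n = 3 each), so the thinned share does not settle whether they are above background. Pooled over libraries, 14 of 2164 neutrophils (0.647%, 95% Wilson interval 0.386% to 1.08%) and 113 of 1914 B cells (5.90%, interval 4.93% to 7.05%) held a Cdkn2a UMI. Aerocytes, the capillary endothelial cells of gas exchange, had the highest control share. It was 10.6% ± 1.94 in controls and 10.2% ± 0.831 in the libraries labelled p16-DTR (SD, n = 3 each; exact permutation p 0.8, adjusted p 0.838). Without thinning the aerocyte share was 16.9% in controls and 20% in the libraries labelled p16-DTR.

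**Figure D1:**
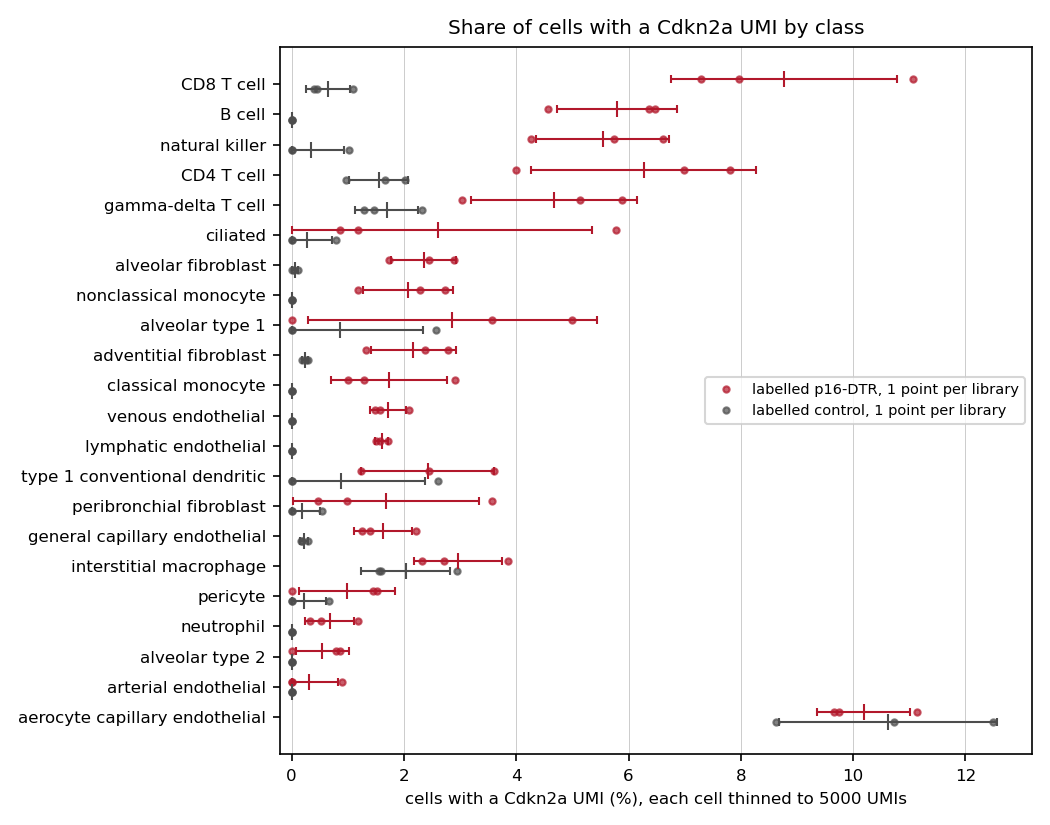
Share of cells with a Cdkn2a UMI (horizontal axis, percent, each cell thinned to 5000 UMIs) in 22 classes, with 1 point per library, vertical ticks for group means and bars of 1 SD over 3 libraries. Group means were higher in the libraries labelled p16-DTR in 21 classes, and aerocytes had 10.2% against 10.6%.

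In counts summed per class, Cdkn2a passed the filter in 17 classes and was higher in the libraries labelled p16-DTR in all 17. It was called in 7 of them. B cells had the smallest adjusted p: 15.2 ± 1.22 against 0.0344 ± 0.0596 CPM (SD, n = 3 each), a log2 fold change of 8.52 (standard error 0.39, edgeR adjusted p 4.18e-06). The log2 fold change was 6.19 in ciliated cells, 5.84 in alveolar fibroblasts, 5.02 in venous endothelial cells, 3.35 in CD8 T cells, 3.09 in general capillary cells and 2.46 in CD4 T cells. All of these calls but that of ciliated cells held in each of the 6 fits without 1 library. The ciliated call held in 0 of the 6, with an adjusted p of 0.275 without control replicate 2. In lymphatic endothelial cells, nonclassical monocytes and neutrophils the controls had 0 UMIs, and pooled CPM was at least 16.1-fold, 20.5-fold and 24.7-fold higher. Their adjusted p (0.0526, 0.119 and 0.270) did not pass 0.05. Aerocytes had 43.7 ± 6.06 CPM against 35.5 ± 9.87 in controls (SD, n = 3 each), a log2 fold change of 0.26 (standard error 0.18, edgeR adjusted p 0.508).

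Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), which encodes p21, was tested in 22 classes and called in 1. In CD4 T cells it was lower in the libraries labelled p16-DTR, with 39.7 ± 5.01 against 96.1 ± 22.3 CPM (SD, n = 3 each) and a log2 fold change of −1.26 (edgeR adjusted p 0.00532). That call held in each of the 6 fits without 1 library. Over all cells Cdkn1a had 352 ± 55.4 against 278 ± 32.1 UMIs per 1e6 (edgeR adjusted p 0.172). Hbegf (ENSMUSG00000024486, chromosome 18, 36504927 to 36515805) was called lower in 3 of 16 classes, with log2 fold changes of −1.14 in venous, −0.94 in arterial and −0.74 in general capillary endothelial cells. The venous call held without any 1 library. The general capillary call held in 3 of the 6 fits without 1 library (highest edgeR adjusted p 0.105, without p16-DTR replicate 3), and the arterial call in 1 of 6 (highest 0.161, without p16-DTR replicate 2). Reads of the human receptor construct have no entry of their own in the matrices.

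The next comparison asked whether the composition of the lung differed. Among 15 CD45-negative classes, edgeR called 1. Mesothelial cells made up 0.244% ± 0.230 of CD45-negative cells in the libraries labelled p16-DTR and 0.810% ± 0.324 in controls (SD, n = 3 each; log2 fold change −1.73, standard error 0.38, adjusted p 3.54e-04; exact permutation p 0.1). The call depended on processing and on 1 library. It was lost with predicted doublets kept (−0.77, adjusted p 0.116), with limma on transformed shares (adjusted p 0.221, 0 classes called), with TMM over classes (adjusted p 0.0780) and without control replicate 1 (adjusted p 0.107). Pericytes fell from 1.65% ± 0.480 to 0.953% ± 0.0464 (log2 fold change −0.78, edgeR adjusted p 0.169) and were called with TMM over classes (adjusted p 0.0278) and without control replicate 1 (adjusted p 0.0234). General capillary cells had 42.4% ± 5.37 against 32.0% ± 5.92 (0.40, edgeR adjusted p 0.422). These 3 classes were those of the 15 with no overlap between groups, which chance gives in 10%.

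Among 15 CD45-positive classes edgeR called 0. At an unadjusted p under 0.05 there were 2 classes (interstitial macrophages and type 2 innate lymphoid cells), and limma on transformed shares called 1, B cells (adjusted p 0.0198). B cells made up 18.1% ± 1.49 of CD45-positive cells in the libraries labelled p16-DTR and 26.1% ± 1.34 in controls (log2 fold change −0.52). Interstitial macrophages had 3.87% ± 1.32 against 1.98% ± 0.334 (0.97). Type 2 innate lymphoid cells had 0.722% ± 0.158 against 0.243% ± 0.226 (1.56). All values are SD with n = 3, and in these 3 classes the groups did not overlap (chance 10%; edgeR adjusted p 0.274 each, exact permutation p 0.1). Type 2 innate lymphoid cells were called without control replicate 1 (2.63, adjusted p 0.00947). Platelets or megakaryocytes had a log2 fold change of −2.63 that rested on control replicate 3, which had 10.0% against 0.207% to 0.698% in the other 5 libraries. Without it the log2 fold change was 0.56 (adjusted p 0.551).

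**Figure D2:**
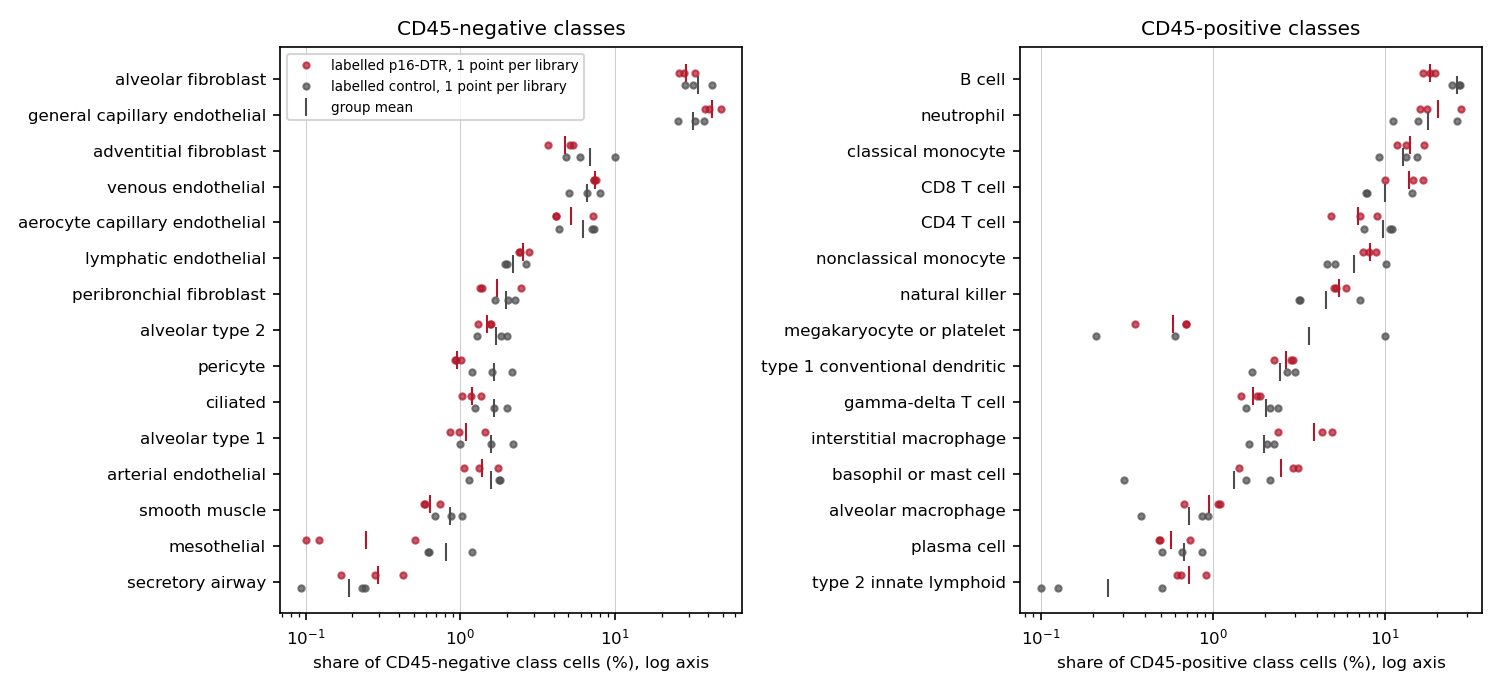
Share of each class among CD45-negative cells (left) and CD45-positive cells (right), in percent on a log axis, with 1 point per library and a vertical tick for each group mean. Mesothelial cells lay at 0.244% against 0.810% on average, and control replicate 3 stood apart with 10.0% platelets.

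The last comparison asked which genes differed within each class. Over 22 classes edgeR made 1861 calls in 14 classes, on 1486 distinct genes. Of these, 786 were higher and 1075 lower in the libraries labelled p16-DTR, so 42.2% were higher; with library size as scaling it was 35.5%. The alternative that moved the total most was no filter on low counts, with 9294 calls; DESeq2 made 6086, of which 1709 were among the 1861. The total also rested on single libraries. It was 545 without p16-DTR replicate 3, of which 398 were among the 1861, 694 without control replicate 1 and 1064 without control replicate 3. With adjustment over all classes together it was 635.

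Venous endothelial cells had the most calls, 700 of 12963 genes, with 2706 at an unadjusted p under 0.05 and 883 by DESeq2. CD4 T cells had 408 (DESeq2 447), general capillary cells 372 (1266), aerocytes 150 (292), peribronchial fibroblasts 105 (365) and natural killer cells 58 (113). Without p16-DTR replicate 3 the counts were 179 in venous cells, 151 in CD4 T cells, 15 in general capillary cells and 0 in peribronchial fibroblasts. The aerocyte count was 8 without control replicate 1, and that of natural killer cells was 11 without control replicate 3. There were 28 calls in arterial endothelial cells, 25 in alveolar fibroblasts, 7 in adventitial fibroblasts, 3 in ciliated cells, 2 in B cells and 1 each in pericytes, neutrophils and CD8 T cells. Of these small counts, arterial calls fell to 0 without p16-DTR replicate 3, adventitial calls fell to 0 without any 1 library, and ciliated calls fell to 0 without any 1 library but control replicate 3, without which there were 4. Calls in alveolar fibroblasts were 281 without p16-DTR replicate 1 and 1 without p16-DTR replicate 3. B cells had 35 without control replicate 3, pericytes 32 without p16-DTR replicate 2, neutrophils 13 without control replicate 2 and CD8 T cells 13 without p16-DTR replicate 3.

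In 8 classes edgeR called 0 genes. Counts at an unadjusted p under 0.05 and by DESeq2 were 1410 and 132 in lymphatic endothelial cells, 981 and 83 in alveolar type 1 cells, and 1448 and 174 in alveolar type 2 cells. They were 948 and 33 in interstitial macrophages, 1386 and 112 in classical monocytes, and 969 and 41 in nonclassical monocytes. They were 1121 and 94 in type 1 conventional dendritic cells and 438 and 1 in gamma-delta T cells. Without 1 library, edgeR called 84 genes in lymphatic cells (p16-DTR replicate 1 left out), 79 in alveolar type 2 cells (p16-DTR replicate 3) and 57 in nonclassical monocytes (control replicate 2).

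**Figure D3:**
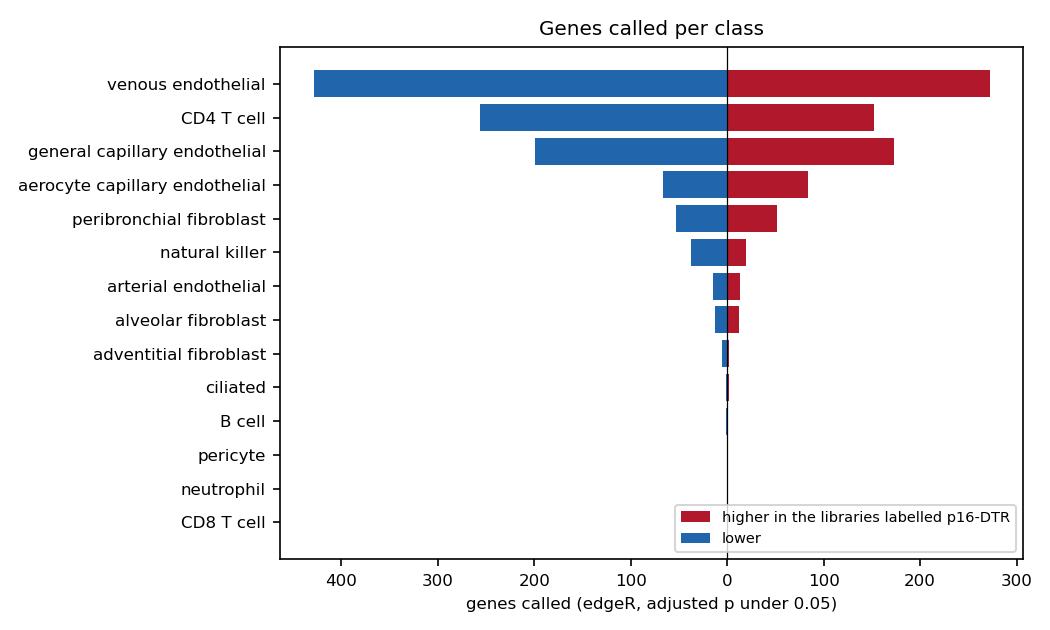
Number of genes called per class (horizontal axis, edgeR, adjusted p under 0.05), to the right when higher and to the left when lower in the libraries labelled p16-DTR, for the 14 classes with at least 1 call. Venous endothelial cells had 272 higher and 428 lower.

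In CD4 T cells the largest changes were in Tmeff2 (ENSMUSG00000026109, chromosome 1, 50900647 to 51187270), Il17f (ENSMUSG00000041872, chromosome 1, 20777146 to 20790617) and Il17rc (ENSMUSG00000030281, chromosome 6, 113471427 to 113483140). Their log2 fold changes were −5.64, −5.44 and −4.80. Il17f had 3.84 ± 4.48 CPM in the libraries labelled p16-DTR and 144 ± 5.94 in controls (SD, n = 3 each; standard error 0.41, edgeR adjusted p 0.00115). Tmeff2 had 2.01 ± 2.72 against 80.4 ± 39.3 CPM. All 3 calls held in each of the 6 fits without 1 library.

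In venous cells, after Cdkn2a, Adarb2 (−3.90) and Ccdc3 (−3.56) changed most, and both calls held in 2 of the 6 fits without 1 library (adjusted p 0.150 and 0.129 without p16-DTR replicate 3). Adarb2 was also not called by DESeq2. In general capillary cells the genes were tdTomato, Cdkn2a and Gm43458 (−2.73), whose call held in 2 of the 6 fits (highest adjusted p 0.0852, without p16-DTR replicate 3). The tdTomato entry had 48 UMIs in these cells against 0 in controls, at least 13-fold higher in pooled CPM, and its call held in 1 of the 6 fits (highest adjusted p 0.0955, without p16-DTR replicate 3). In aerocytes the genes were Serpina3f (2.30), F930017D23Rik (−2.22) and Col18a1 (2.16). Their calls held in 3, 2 and 4 of the 6 fits, with adjusted p of 0.0891 (without control replicate 1), 0.105 and 0.0809 (both without control replicate 3). In peribronchial fibroblasts they were Actc1 (−5.62), Il7r (4.35) and Il18r1 (4.01), each with an adjusted p of 0.137 without p16-DTR replicate 3. Their calls held in 3 of 6, 2 of 6 and 0 of 5 fits. Il7r and Il18r1 were also not called with predicted doublets kept (adjusted p 0.329 and 0.0928).

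In natural killer cells Lhfpl3 had 46 UMIs against 0 in controls, at least 12.3-fold higher in pooled CPM, and its call held in 1 of the 5 fits without 1 library that tested it (highest adjusted p 0.180, without control replicate 3). Cd200r2 (4.08) was called in each of the 6 fits without 1 library and Adam19 (3.00) in 0 of 6 (adjusted p 0.118 without control replicate 2). Classes with few calls gave Ier2 (−0.63) and Pdpk1 (0.57) in ciliated cells, Lpl (1.58) in pericytes, Cxcr1 (1.39) in neutrophils and Antxr2 (−0.69) in B cells. Their highest adjusted p without 1 library was 0.342 for both ciliated genes (control replicate 2), 0.0655 for Lpl and 0.202 for Cxcr1 (both p16-DTR replicate 1), and 0.0809 for Antxr2 (p16-DTR replicate 3). In the order given, these calls held in 1, 0, 4, 3 and 3 of the 6 fits. With predicted doublets kept, Ier2 (adjusted p 0.720), Pdpk1 (0.0739) and Lpl were not called, and Lpl had an adjusted p of 0.302 with low-UMI clusters left out.

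Pdpk1 (ENSMUSG00000024122, chromosome 17, 24073680 to 24150924) was called in the most classes, 9, and was higher in the libraries labelled p16-DTR in all 22 classes, with log2 fold changes of 0.39 to 0.72. In aerocytes it had 129 ± 5.93 against 83.1 ± 4.14 CPM (SD, n = 3 each; edgeR adjusted p 0.00245). Cirbp (ENSMUSG00000045193, chromosome 10, 80165985 to 80172786) was called in 5 classes and lower in all 22, from −1.16 to −0.32. Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680) was called in 5 and higher in 19 of 20. Nr3c2 (ENSMUSG00000031618, chromosome 8, 76899442 to 77245012), which encodes the mineralocorticoid receptor, was called lower in 4 classes and higher in CD4 T cells (0.70, edgeR adjusted p 0.0263). That call held in 2 of the 6 fits without 1 library (highest adjusted p 0.0875, without p16-DTR replicate 2). In venous cells, where it was lowest relative to controls among its calls, it had 145 ± 9.76 against 244 ± 25.2 CPM (−0.75). Venous calls of Pdpk1, Cirbp and Nr3c2 held without any 1 library, and that of Ifi27l2a was lost without p16-DTR replicate 3 (adjusted p 0.0539). Of 287 genes called in at least 2 classes, 36 were called in opposite directions.

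Of 154 pairs of a gene list and a class, camera called 58. With the correlation estimated from the data it called 0, and fry called 1, p53 and cell cycle arrest in interstitial macrophages (adjusted p 0.00931), which camera with the preset correlation also called; this list holds Cdkn2a and Cdkn1a. No call was made by all 3 tests. Without 1 library camera made 61 to 66 calls. The interferon response was called in 15 classes (14 higher, 1 lower in the libraries labelled p16-DTR), p53 and cell cycle arrest in 10 (all higher), and NF-kB inflammation in 9 (all lower). Dissociation stress was called in 10 (5 higher, 5 lower), MHC class II presentation in 6 (4 higher, 2 lower), extracellular matrix in 6 (5 higher, 1 lower) and the senescence-associated secretory list in 2 (1 higher, 1 lower). The largest interferon medians were 0.69 in neutrophils (camera adjusted p 1.24e-40) and 0.60 in CD4 T cells. The sign of the test differed from that of a list's median or mean in 0 of the called pairs. The interferon median was above 0 in 16 of 22 classes, and that of p53 in 19, under all 3 scalings. The median of the secretory list was above 0 in 11 classes with TMM, 13 with RLE factors and 8 with library size.

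Single genes of these lists were also counted with p adjusted over the list alone within a class, beside the count over all genes tested. Adjusted over the list alone, the gene and class pairs called were 105 for the secretory list (26 over all genes), 55 for p53 (18), 164 for interferon (23) and 112 for NF-kB (20). They were 69 for extracellular matrix (17), 19 for MHC class II (1) and 142 for dissociation stress (22).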

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

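The tests of explanations, of tdTomato with Cdkn2a and of differences between classes were chosen after the results were seen, while the test of Nr3c2 within CD4 T cells and its alternatives were planned. Every direction holds for the libraries as labelled.

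The matrices hold an entry for tdTomato, a red fluorescent protein, which the stated genotypes do not include. The retained cells of the libraries labelled p16-DTR had 227 UMIs of it (80, 64 and 83) in 77, 63 and 80 cells (0.556%, 0.446% and 0.557%). The control libraries had 0, below limits of 0.0191%, 0.0243% and 0.0200% of cells. Reads spread at random over all 6 libraries are argued against by the 0 UMIs in the 3 control libraries. Reads from another source that reached only the libraries labelled p16-DTR would leave the same 0. As the labels give no batch, this cannot be decided. Of 220 cells with tdTomato, 32 also held a Cdkn2a UMI, where 23.2 were expected from cells of the same library, class and depth. This is 1.38-fold more (one-sided permutation p 0.0337, 10000 resamples). A candidate explanation is a transcript made in the same cells as Cdkn2a. Which construct the reads come from was not tested, and a difference between the genotypes stays open.

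The change in Cdkn2a differed between classes. The log2 fold change in aerocytes minus that in general capillary cells was −2.83 (standard error 0.31, edgeR adjusted p 0.00719), and it lay between −3.14 and −2.48 over 15 alternatives, with the highest adjusted p 0.0256. A single fold change of the gene's own expression in all classes is argued against by this difference. RNA free in the suspension would reach all classes at a like depth, and the share of B cells with a Cdkn2a UMI was 9.13-fold that of neutrophils. A difference in depth is argued against by the thinned counts, which were higher in 21 classes. A change of the wider locus is argued against by Mtap, whose mean log2 fold change over classes was −0.051. An added source of Cdkn2a transcript giving every class the same gain in CPM is argued against by B cells, which gained 11.8 CPM more than venous endothelial cells (standard error 0.729). An added source carried by these animals, with an output that differs between classes, may still contribute and stays open. Aerocytes gained 8.13 CPM and the 16 other classes a median of 5.14 (2.61 to 16.2). Cdkn2a alone cannot tell an exchange of the group labels apart from such a source. Gt(ROSA)26Sor, at the locus named in the p16-DTR genotype, was lower in all 22 classes in the libraries labelled p16-DTR. Its mean log2 fold change was −0.61, against 0.075 for Thumpd3 and 0.11 for Setd5, its neighbours. This would go with the labels if the construct lowers this gene, but the effect of the construct on it is not known from these data. The tdTomato entry also set the groups apart, but the stated genotypes do not include it. The groups differ in genotype and received the same treatment, and a biological difference between them also stays open.

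Nr3c2 was higher in CD4 T cells and lower in endothelial cells of the libraries labelled p16-DTR. The log2 fold change in CD4 T cells minus that in general capillary cells was 1.25 (standard error 0.12, edgeR adjusted p 4.17e-04), and 1.11 to 1.37 over 15 alternatives, with the highest adjusted p 0.00261. Normalization of 1 class against the other would move all genes of a class alike. It is argued against by the other genes: of 895 genes at least as abundant in both classes, 0 differed as much in the same direction. The CD4 T cell change alone was called in 2 of the 6 fits without 1 library (highest adjusted p 0.0875, without p16-DTR replicate 2). It was also not called at resolution 0.8 (0.0752) or with equal cells per library (0.143). The make-up of the CD4 T cell class also differed. Cells with an Il17a or Il17f UMI made up 3.58% of it in the libraries labelled p16-DTR and 26.1% in controls. Whether this accounts for the Nr3c2 change was not tested. A biological difference between the groups stays open and was not tested.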

How the results depend on the processing

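The alternatives that left out low-UMI clusters or platelets, those of the 2 differences between classes, and the counts over other splits were chosen after the results were seen; the rest were planned. Where counts changed, the cause was not tested, except that leaving out a library leaves fewer samples.

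Of 79 named results with a test, 62 passed the threshold. Of these, 21 passed it under every alternative run for them and 34 under every alternative that kept all 6 libraries. The 1 result that reversed was the platelet share, which lay between −3.18 and 0.56 without 1 library and was above 0 only without control replicate 3. Of the 1861 calls, 1836 to 1861 kept their sign over the alternatives. RLE factors kept 1837 of the calls, library size 1724, the stricter cell filter 1793, doublets kept 1686, resolution 0.8 1649, and equal cells 1284 (1645 calls in all). That last total argues against a difference in cell numbers between libraries as the cause of the calls.

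Counts more than 1.5-fold from those of the report follow. DESeq2: general capillary 1266, aerocyte capillary 292, arterial 88, lymphatic 132, alveolar type 1 83, alveolar type 2 174, ciliated 38, alveolar fibroblasts 1239, adventitial fibroblasts 304, peribronchial fibroblasts 365, pericyte 140, interstitial macrophage 33, classical monocyte 112, nonclassical monocyte 41, neutrophil 53, type 1 conventional dendritic 94, B 102, CD8 T 86, gamma-delta T 1, natural killer 113 and all classes together 6086. No filter on low counts: general capillary 841, aerocyte capillary 887, arterial 431, venous 1224, lymphatic 509, alveolar type 1 135, alveolar type 2 243, ciliated 73, alveolar fibroblasts 551, adventitial fibroblasts 109, peribronchial fibroblasts 786, pericyte 610, interstitial macrophage 28, classical monocyte 141, nonclassical monocyte 301, neutrophil 171, type 1 conventional dendritic 127, B 392, CD4 T 990, CD8 T 224, gamma-delta T 120, natural killer 401 and all classes together 9294. Adjustment over all classes together: general capillary 54, aerocyte capillary 61, venous 140, lymphatic 19, alveolar type 1 4, alveolar type 2 21, ciliated 8, adventitial fibroblasts 22, peribronchial fibroblasts 35, pericyte 16, interstitial macrophage 3, classical monocyte 5, nonclassical monocyte 3, neutrophil 3, type 1 conventional dendritic 4, B 14, CD4 T 117, CD8 T 13, natural killer 35 and all classes together 635. Equal cells per library: arterial 15, ciliated 0, alveolar fibroblasts 9, peribronchial fibroblasts 54, pericyte 193, neutrophil 0, B 7, CD4 T 197, CD8 T 6 and natural killer 36. Resolution 0.8: arterial 44, CD8 T 3 and natural killer 134. Doublets kept: lymphatic 1, alveolar type 1 6, ciliated 0, adventitial fibroblasts 1, pericyte 0 and neutrophil 7. Library size: alveolar type 2 22, pericyte 2 and B 6. Stricter cell filter: adventitial fibroblasts 1, pericyte 2, B 7 and CD8 T 2. Low-UMI clusters left out: pericyte 50.

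With the replicate number as a block, 1597 genes were called, of which 852 were among the 1861: general capillary 59, venous 226, lymphatic 45, alveolar type 2 80, ciliated 10, alveolar fibroblasts 186, adventitial fibroblasts 0, peribronchial fibroblasts 314, pericyte 0, nonclassical monocyte 1, neutrophil 3, B 34 and CD8 T 97. Libraries of the 2 groups with the same number had all 3 correlations above 0.1 in 1 of 22 classes, CD8 T cells (0.179 to 0.264). The number was therefore not used as a pairing, and the count of 1 reported for CD8 T cells comes from a model without it.

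Without 1 library the total lay between 545 (p16-DTR replicate 3) and 1626 (p16-DTR replicate 1). Per class the ranges were general capillary 15 to 444, aerocyte capillary 8 to 204, arterial 0 to 37, venous 179 to 560, lymphatic 0 to 84, alveolar type 1 0 to 2, alveolar type 2 0 to 79, ciliated 0 to 4, alveolar fibroblasts 1 to 281, adventitial fibroblasts 0 to 0, peribronchial fibroblasts 0 to 241, pericyte 0 to 32, interstitial macrophage 0 to 1, classical monocyte 0 to 1, nonclassical monocyte 0 to 57, neutrophil 0 to 13, type 1 conventional dendritic 0 to 0, B 1 to 35, CD4 T 151 to 420, CD8 T 1 to 13, gamma-delta T 0 to 0 and natural killer 11 to 45.

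Cdkn2a over all cells was called by DESeq2 only (1.83), and lay between 1.53 and 2.02 without 1 library. The median difference in the share of cells with a Cdkn2a UMI was 6.91 points with unthinned counts and 1.65 to 1.80 without 1 library. Among CD45-negative classes, limma called 0, doublets kept gave 0, leaving out low-UMI clusters gave 3, and the count was 1 without any 1 library. Among CD45-positive classes limma called 1, and the count was 0 to 1 without 1 library (1 without control replicate 1). Of the gene lists, fry called 1 and camera with an estimated correlation 0, and the count was 61 to 66 without 1 library.

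The 6 libraries can be split 3 against 3 in 10 ways, so a share under 0.1 cannot arise and these splits alone cannot exclude chance for any count. As many calls in total were made in 1 of the 10 splits, the real one, with 1861 against at most 6 in the others. This also held for general capillary, aerocyte, arterial, venous, alveolar fibroblast, adventitial, peribronchial, neutrophil, B, CD4 T and natural killer cells. For ciliated cells, pericytes and CD8 T cells it was 2 splits, and for the 8 classes with 0 calls all 10. For shares it was 4 splits among CD45-negative and 10 among CD45-positive classes, and for gene lists 2. The real split gave 58 list calls by camera and the others 41 to 59, so this count does not set the groups apart. Depth limits the sums most in gamma-delta T cells, with 705625 to 1245200 UMIs per library.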

Other observations

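All tests of explanations in this part were chosen after the results were seen, and the 7 gene lists named in it were written after the data were examined. Directions hold for the libraries as labelled.

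In CD4 T cells, 3.58% ± 4.32 of cells held a UMI of Il17a or Il17f in the libraries labelled p16-DTR and 26.1% ± 5.95 in controls (SD, n = 3 each; exact permutation p 0.1). With cells holding a UMI of 6 such genes left out, the calls in this class went from 408 to 32, of which 10 were among the 408. Leaving out as many random cells gave 81 to 283 calls over 10 draws (median 199). Fewer cells of an interleukin 17 programme within this class may therefore account for part of the calls. Whether the calls of Cdkn1a and Nr3c2 in this class depend on these cells was not examined. A shift between the clusters of the class is argued against by its largest cluster alone, which gave 480 calls. An unnamed cluster of 969 cells, with Il23r, Icos and Cd40lg among its most raised genes, went the other way. The libraries labelled p16-DTR held 21.05%, 27.66% and 18.37% of its cells and the controls 14.14%, 7.53% and 11.25%. Whether cells of the programme fell into this cluster instead was not tested. In gamma-delta T cells Il17a (0.83, edgeR adjusted p 0.910) and Il17f (1.09, adjusted p 0.925) were not called. In general capillary cells a shift between clusters is argued against in the same way by 402 calls in the largest cluster.

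Over 7002 genes tested in all 22 classes, 38 had the same sign in every class, and 2 of the 10 splits of the libraries gave as many. With a mean change of at least 0.4, a minimum chosen after the data were examined, there were 12 in the real split and 1 to 7 in the others. With 10 splits neither count can exclude chance. Pdpk1 had a mean log2 fold change of 0.53 over classes and Kctd5, its neighbour on chromosome 17, of 0.46. A gain of a genome segment holding both genes may explain this and stays open, since reads per gene do not show copy number. A segment reaching Amdhd2 is argued against by its mean of −0.058. Gt(ROSA)26Sor had a mean of −0.61. A construct inserted at this locus in the animals labelled p16-DTR only is a candidate explanation that follows the groups and cannot be told apart from other differences between them.

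Cirbp and Rbm3, the 2 genes of a cold-inducible list, had a median over classes of −0.42, and their mean was lower in all 22 (exact permutation p 0.1). Cirbp alone was lower in all 22 and Rbm3 in all but 1. A difference in temperature or handling at collection may explain this and cannot be told apart from the groups, as the labels give no batch. The glucocorticoid response list was higher in 20 of 22 classes with a median of 0.23 (exact permutation p 0.1). Its scores per library were 0.19, −0.034 and 0.26 in the libraries labelled p16-DTR and −0.25, −0.054 and −0.10 in controls. The groups were thus parted by a narrow margin, between p16-DTR replicate 2 and control replicate 2. A difference in glucocorticoid exposure stays open. A different hour of collection is a further possible explanation: the list of clock genes in the phase of Dbp had an exact permutation p of 0.4 (median 0.19, higher in 16 of 22 classes), and that in the phase of Arntl 0.1 (−0.13, higher in 3 of 22). Heat shock genes were higher in 22 of 22 classes with a median of 0.23 (exact permutation p 0.2). The scores per library that this test compared were 0.058, 0.41 and −0.10 in the libraries labelled p16-DTR. They were −0.14, −0.15 and −0.075 in controls, so the difference rested largely on p16-DTR replicate 2. Immediate early genes were higher in 6 of 22 (median −0.14, p 0.1) and platelet genes in 5 of 18 (−0.52, p 0.6). The platelet score was 0.77 in control replicate 3 and −0.42 to 0.10 in the other libraries. The immediate early list shares 14 genes with the planned lists, heat shock 9 and glucocorticoid 1.

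Control replicate 3 held 10.0% platelets or megakaryocytes among its CD45-positive cells. Outside that class, its median Ppbp over classes was 3.51 CPM, against at most 0.635 in the other 5 libraries. More blood cells left in this lung may explain this, but some other shares of this library go against it. Of the 6 libraries it had the lowest shares of neutrophils (11.2%), classical monocytes (9.24%) and nonclassical monocytes (4.61%) among CD45-positive cells. Its natural killer share was the highest, with 7.10% against 3.17% to 5.90% in the other 5 libraries. The platelets are part of the denominator of these shares and lower each of them. As CD45-positive cells were sorted to a fixed number, the explanation stays open.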
